A study of Mus musculus with 25 samples. Its data were reported in "An Integrative Multiomics Framework for Identification of Therapeutic Targets in Pulmonary Fibrosis" (2023).

How the data were processed

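Tissue of the lower right lung lobe from control mice and from mice given bleomycin 7, 14, 21 or 28 days earlier was profiled by RNA sequencing. Per the labels, messenger RNA was enriched with oligo(dT) beads, and libraries were sequenced as paired-end reads of 150 bases; whether the libraries kept strand information is not stated. Because oligo(dT) beads select polyadenylated RNA, transcripts without a poly(A) tail are poorly measured. The authors quantified reads with Kallisto (version not stated), which assigns reads to the transcripts of an Ensembl mouse index without aligning them to the genome and gives estimated counts that need not be whole. The authors then summed the estimated counts of the protein-coding transcripts of each gene into a deposited table of 21709 protein-coding genes for 25 libraries. A second deposited table holds TPM, a relative abundance corrected for transcript length, which the authors summed over protein-coding transcripts in the same way. The TPM columns sum to between 833994 and 864671 because transcripts outside the gene table hold the rest. The deposited transcript tables give estimated counts and TPM for 117494 transcripts in each library. Kallisto divides reads that match several transcripts by likelihood, so values of genes with near-identical copies and of overlapping genes are uncertain.

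The gene table held between 91.62 and 92.87% of the estimated counts of the transcript tables. Transcripts were classed as protein-coding or otherwise by their identifiers in a GENCODE annotation, which matched 99.03% of them. The sum over protein-coding transcripts in that annotation equalled the gene table for 98.37 to 98.56% of genes, depending on the library. The annotation is of an earlier mouse assembly than the one the authors' index was built on, so no genome coordinates are given, and genes are named by the symbols in the deposited table. No column of either gene table was without a library. All 50 pairs of libraries within groups differed by more than sampling noise, with chi-square values per gene between 4.75 and 67.14. This argues against 1 library being sequenced again under another name but cannot show that libraries came from separate mice. Each library was counted as a replicate on the basis of its label.

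Groups were taken from the labels, with 5 libraries in each of 5 groups. The control group pooled 5 libraries collected at the same days as the bleomycin libraries, as in the study. The depth per library was between 17149940 and 28733161 estimated counts, and a count of 0 was read as up to 3 counts when a fold change was computed against it. Depth followed the day after bleomycin, the labels name no sequencing batch, and the control libraries of days 21 and 28 (19852508 and 19291828 counts) were deeper than those of days 7 and 14 (17668054 to 18267837 counts), though less deep than any bleomycin library of days 21 and 28. A batch confined to the bleomycin libraries of days 21 and 28 therefore cannot be told apart from the day.

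Estimated counts were rounded to whole numbers, and genes were tested with the DESeq2 Wald test (DESeq2 1.42.0, R 4.3.3) in one model of all 25 libraries with a term for group. DESeq2 was chosen because the study used it on the same counts. No fold-change minimum was applied, filtering of low counts was left to DESeq2, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each bleomycin day was compared with control, and consecutive days were compared with each other, which gave 7 comparisons. Differences among the 4 bleomycin days were also tested with the DESeq2 likelihood ratio test on the 20 bleomycin libraries. The quasi-likelihood test of edgeR (edgeR 4.0.16) was run as an alternative. The named genes are a fixed list of 30 genes that the study names and, for each comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change. The latter were taken among genes past the threshold with a mean normalized count of at least 100 and no overlap between the libraries of the groups compared. Log2 fold changes are the unshrunken estimates of DESeq2, printed with their SE. Intervals for shares are 95% Wilson intervals and cover counting error only.

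Gene sets were tested with camera at a preset inter-gene correlation of 0.01 (limma 3.58.1) on voom values of genes with at least 10 counts in at least 5 libraries. Adjustment was over 10 sets and 7 comparisons. Lists of marker genes of 17 cell types were tested in the same way, adjusted over their own 119 tests, and are reported among the additional observations. Principal components were computed on log2(TPM + 1), centred and not scaled, over genes with a mean TPM above 5, and the scores were compared by two-sided exact permutation tests. The network used Spearman correlations among genes with a mean TPM above 1, kept the highest 25% of the positive pairs past an adjusted p of 0.05, and was split with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9, seed 1). Tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The groups, tests, gene lists, rules for named genes and all alternatives were set before the data were examined. Comparisons of transcript classes outside the gene table and of all transcripts of a gene were not among them and were added later. The test of exchanged libraries and the tests on immunoglobulin transcripts were also added later.

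The tests were checked on 5 simulated data sets in which 200 genes were changed 2-fold. The DESeq2 Wald test recovered between 195 and 199 of the changed genes, with 15 to 35 false calls (7.04 to 15.1% of its calls). A limit of 20 false calls had been set beforehand, and DESeq2 met it in only 1 of the 5 simulations. The DESeq2 likelihood ratio test gave 43 to 56 false calls and met the limit in 0 of the 5. Because edgeR met the limit on the same simulated counts and both tests recovered the changed genes, the excess was attributed to the DESeq2 test, and the limit was no longer used to stop the analysis. Instead, the excess of false calls is stated as a limit on every DESeq2 count, on the likelihood ratio count and on the few genes called between days 28 and 21. The edgeR test recovered between 192 and 199 genes with 7 to 16 false calls (3.47 to 7.58%) and met the limit in all 5 simulations. Camera called the 1 changed set and 0 of 40 unchanged sets among 16084 simulated genes. These genes were drawn independently of each other, so the check could not probe false calls that arise from correlation between genes of a set. The network step found 3 of 3 planted groups of 300 genes among 1500 genes, with at least 296 genes of each together.

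Alternatives covered the test, the size factors (TMM factors or total counts), a filter on low counts, counts rebuilt from TPM and gene length, separate models for each pair of groups, the replicate number as a block, the control libraries used, a fold-change minimum, independent filtering, the transformation and gene filter of the principal components, the gene set test, the network settings, and the omission of each library in turn. Where DESeq2 gave a gene no adjusted p, no call was counted as kept or lost. Metabolite and lung function measurements of the study were not used here.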

Results

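Lung fibrosis was induced in mice with a single dose of bleomycin to the airways, a chemotherapeutic agent that injures the alveolar epithelium and is followed by inflammation and deposition of extracellular matrix. Lung tissue was collected 7, 14, 21 and 28 days later, and polyadenylated RNA from the lower lobe of the right lung was sequenced. The series held 25 libraries in 5 groups of 5. Each bleomycin day formed a group (n = 5), and the control group (n = 5) pooled control lungs collected at day 7 (1 library), day 14 (2 libraries), day 21 (1 library) and day 28 (1 library). The gene table gave Kallisto estimated counts for 21709 protein-coding genes, of which 1444 were at 0 in all libraries. Total estimated counts per library ranged from 17149940 to 28733161. The control libraries held 17668054 to 19852508 counts, those of day 7 held 17149940 to 20237145, and those of day 14 held 17813442 to 21679817. The libraries of day 21 (22935765 to 26471431 counts) and day 28 (23054851 to 28733161 counts) were all deeper than those of the other 3 groups. At least 10 counts were recorded for 15230.0 ± 78 genes in control libraries (SD, n = 5) and for 15710.0 ± 85 genes at day 21 (SD, n = 5). In no library did the 10 most abundant genes take more than 6.26% of the counts. Because depth followed the day, any sequencing batch confined to the later bleomycin libraries cannot be told apart from day itself.

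The first question was how many genes changed at each stage of the disease. Every bleomycin day was compared with the control group in a DESeq2 model of all 25 libraries, and genes with an adjusted p-value below 0.05 were counted. At day 7, 4117 genes were higher and 4077 genes were lower than in control. The counts were largest at day 14, with 4850 higher and 4738 lower genes, and they declined to 3739 higher and 3582 lower genes at day 21 and to 3222 higher and 2986 lower genes at day 28. The largest shift in these counts came from a fold-change minimum. With an absolute log2 fold change of at least 1, 918 higher and 599 lower genes were left at day 7, 1375 and 874 at day 14, 942 and 446 at day 21, and 661 and 388 at day 28. When libraries of days 21 and 28 were compared only with the 2 control libraries of those days, the number of lower genes at day 28 was 1874. Higher genes made up 50.2% of the changed genes at day 7 and 50.6% at day 14. Scaling by the total count in place of DESeq2 size factors gave 49.7% and 48.2%, so the larger direction at these days depended on the scaling. At day 14 it also depended on the test, as edgeR called 4736 higher and 4762 lower genes.

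**Figure D1:**
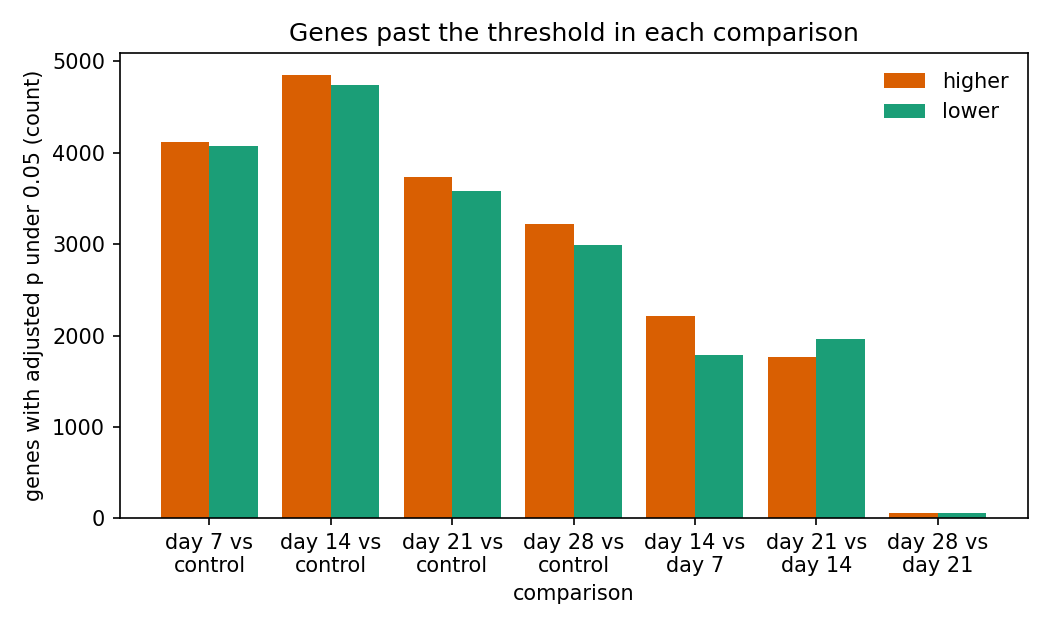
Number of protein-coding genes with an adjusted p-value under 0.05 (vertical axis, count) that were higher or lower in each of 7 comparisons (horizontal axis, DESeq2 Wald test, n = 5 libraries per group). The bars were tallest for day 14 against control (4850 and 4738 genes) and shortest for day 28 against day 21 (56 and 59 genes).

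The genes with the most extreme changes were named by a rule that required complete separation of the groups, which a given gene shows by chance with a probability of 0.00794. At day 7 the highest log2 fold changes were those of Sprr1a (5.66 ± 0.26, SE, adjusted p 1.95e-98), Thbs4 (4.96 ± 0.46, adjusted p 8.24e-25) and Ccl2 (4.76 ± 0.52, adjusted p 1.39e-18). The lowest at that day were those of Colq, Ackr4 and Igfbp3 at -3.37, -3.16 and -2.94. Thbs4 rose further to 6.56 ± 0.46 at day 14 and stood at 6.22 ± 0.46 at day 21. Tnfsf18 reached a log2 fold change of 6.84 ± 0.73 at day 14, Krt5 reached 5.86 ± 0.65 at day 28, and Chil4 (5.66 ± 1.12 at day 21) and Kng2 (5.34 ± 0.55 at day 28) also headed the list. No control library held more than 4.3 normalized counts of Tnfsf18, 7.09 of Krt5, 6.44 of Chil4 or 9.62 of Kng2. These levels are near the floor of 3 counts, so the sizes of the changes are imprecise. At day 28, Krt5 ranged from 18.5 to 606 normalized counts and Kng2 from 33.2 to 351. Chil4 and Kng2 have near-identical gene copies that can share reads, so their values are uncertain, and Chil4 fell to 4.67 without day 21 replicate 1. Colq was also among the lowest genes at day 14 (-4.27 ± 0.43) and day 21 (-3.09 ± 0.43), together with Slc7a10 (-3.92 ± 0.45 and -3.12 ± 0.45). At day 14 the value for Slc7a10 was -4.58 without day 14 replicate 6. Nppa was lower at day 28 by a log2 fold change of -2.9 ± 0.54.

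Some values depended on single libraries or on the transcripts summed. Stard9 had no counts in any control library and a mean normalized count of 245 ± 117 at day 14, 281 ± 131 at day 21 and 393 ± 132 at day 28 (SD, n = 5). Against the floor of 3 counts these were at least 71.5-fold, 81.9-fold and 115-fold higher. The gene table covers only protein-coding transcripts of each gene, however, and summed over all of its transcripts Stard9 had 1744 to 2227 counts in control libraries and a log2 difference of only 0.14 at day 28. Cyp1a1, which encodes a cytochrome P450 enzyme, had a log2 fold change of -4.23 ± 0.88 at day 14 and -4.5 ± 0.88 at day 28. Control replicate 3 held 3534 normalized counts of Cyp1a1 while no other control library exceeded 386.7, and without it the values were -2.71 and -2.98. DESeq2 gave Cyp1a1 no adjusted p in separate models of each pair of groups. S100a9 was at -2.86 ± 0.63 at day 21 and -2.79 ± 0.63 at day 28, and these values became -1.83 and -1.76 without control replicate 8.

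The genes that changed in the same direction at every time point were examined next. Across all 4 days, 1780 genes were higher and 1751 genes were lower than in control. The 4 comparisons share their control libraries, so 8 data sets were simulated in which all 25 libraries were drawn from the same means. In these simulations at most 1 gene was called higher and 0 genes were called lower at all 4 days. No single day gave more than 7 calls, so the simulated overlap could only be small. It therefore cannot show how much the shared controls add to the overlap in the data, where far more genes were called each day. The correlation of log2 fold changes between days was 0.504 across 12351 genes in the simulations, produced by the shared controls alone, and between 0.712 and 0.955 in the data. Among the 1780 higher genes, the largest change fell on day 14 for 1115 (62.6%, 95% Wilson interval 60.4 to 64.9%), on day 7 for 376, on day 21 for 167 and on day 28 for 122. Among the 1751 lower genes it fell on day 14 for 1067 (60.9%, interval 58.6 to 63.2%), on day 7 for 376, on day 21 for 194 and on day 28 for 114. Genes are not independent replicates, and these intervals cover counting error only. The median absolute log2 fold change of the higher genes was 0.69, 0.9, 0.71 and 0.58 at days 7, 14, 21 and 28, and that of the lower genes was 0.55, 0.69, 0.52 and 0.44. Total-count scaling shifted the share at day 14 to 58% for higher and 66.3% for lower genes. In direct tests between days, 603 of the common higher genes were higher at day 14 than at day 7, 574 were lower at day 21 than at day 14, and 229 passed both tests. Among the common lower genes the matching numbers were 357, 422 and 123.

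Consecutive days were then compared with each other in the same model of all 25 libraries, in which the control libraries also enter the estimate of the spread. At day 14, 2215 genes were higher and 1791 genes were lower than at day 7, so that 55.3% of the calls were higher, and 50.2% were higher under total-count scaling. At day 21, 1769 genes were higher and 1958 genes were lower than at day 14, and a model of these groups alone called 1113 higher and 1266 lower genes. Of these calls at day 21, 47.5% were higher, and total-count scaling changed this split to 62.3% higher. Leaving out day 14 replicate 3 reduced the comparison to 1082 higher and 1137 lower genes, while leaving out day 14 replicate 6 raised it to 2380 and 2475. A test of the change from day 14 to day 21 relative to the control libraries of the matching days called 167 higher and 192 lower genes. Between day 28 and day 21, 56 genes were higher and 59 genes were lower under DESeq2. These numbers were 7 and 12 without day 28 replicate 1, and 141 and 205 without day 28 replicate 5. The edgeR quasi-likelihood test called 0 higher genes and 1 lower gene in this comparison, where 1845 of its genes had an unadjusted p under 0.05. For day 28 against day 21, other splits that mixed the 10 libraries of both days gave as many calls as the labelled one. For day 21 against day 14, the 19 splits that mixed 3 libraries of one day with 2 of the other gave at most 69 calls, against 2401 for the labelled split over the same genes, while 1 split that exchanged a single library of each day gave 3450. A likelihood ratio test over the 20 bleomycin libraries found 8696 of 17381 genes to differ among the 4 days, and edgeR called 8026 genes, of which 8003 were shared. On simulated data the DESeq2 likelihood ratio test gave between 18 and 22% false calls, above the nominal 5%, so part of its count can be false calls.

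At day 14, Col11a1 (log2 fold change 3.86 ± 0.59, SE, adjusted p 1.01e-08) and Grem1 (3.39 ± 0.47, adjusted p 1.36e-10) rose over day 7, and Sprr1a fell (-2.55 ± 0.21, adjusted p 8.74e-30), followed by Cyp4b1 (-1.32 ± 0.23) and Cidec (-1.28 ± 0.32). Stard9 also rose in the gene table (4.1 ± 0.98, or 5.5 without day 7 replicate 1), with the limit on its transcripts given above. At day 21, Jchain (2.42 ± 0.55, adjusted p 0.000329), Xcr1 (1.32 ± 0.22) and H2-M2 (1.15 ± 0.32) were higher than at day 14, and A2m (-2.92 ± 0.39, adjusted p 1.22e-10), Cd163 (-2.31 ± 0.33) and Cxcl13 (-2.29 ± 0.45) were lower. Jchain fell to 1.77 without day 21 replicate 1, and H2-M2 belongs to a gene family whose members can share reads. From day 21 to day 28 the extremes were Slc6a20a (0.66 ± 0.15), Vmn1r42 (0.63 ± 0.16), Phf24 (0.59 ± 0.13), Col1a1 (-0.75 ± 0.16), Plk4 (-0.73 ± 0.17) and Lif (-0.72 ± 0.18). None of these 6 genes passed the threshold under edgeR. Slc6a20a also failed it with the replicate number as a block (0.55) and without day 21 replicate 8 (0.62) or day 28 replicate 1 (0.63). Plk4 failed it with counts rebuilt from TPM and gene length (-0.44) and without day 21 replicate 1 (-0.67). Vmn1r42 and Lif failed it without day 21 replicate 1 (0.58 and -0.73) or replicate 8 (0.56 and -0.68) and without day 28 replicate 1 (0.57 and -0.76) or replicate 7 (0.55 and -0.59). Vmn1r42 is one of a family of similar receptor genes.

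Principal component analysis of log2(TPM + 1) over 11265 genes with a mean TPM above 5 was used to follow the transcriptome as a whole. The first component carried 51.2% of the variance and the second 17.7%. On the first component the control libraries scored -38.25 ± 1.97 (SD, n = 5), and the bleomycin libraries scored 11.75 ± 6.99 at day 7, 25.48 ± 9.4 at day 14, 5.81 ± 7.54 at day 21 and -4.79 ± 9.71 at day 28. Each day differed from control in a two-sided exact permutation test (exact p 0.00794, the smallest that 5 against 5 libraries can give, and 0.0139 after Benjamini-Hochberg adjustment over the 7 comparisons). Day 14 lay above day 7 (exact p 0.0397, adjusted 0.0463) and day 21 lay below day 14 (exact p 0.0159, adjusted 0.0222), while the difference between day 28 and day 21 did not pass the threshold (exact p 0.0952). With genes scaled to unit variance, the difference between day 14 and day 7 was 0.55 standard deviations of the score and no longer passed the threshold (exact p 0.0952), and it also failed in 10 of the 25 analyses that left out 1 library. On untransformed TPM the difference between day 28 and day 21 was -0.59 standard deviations and did pass it (exact p 0.0159), as did the value of -0.56 without day 21 replicate 7 (exact p 0.0317). On the second component, the scores were -8.19 ± 1.55 in control, -17.13 ± 3.74 at day 7, -3.18 ± 8.75 at day 14, 12.74 ± 2.26 at day 21 and 15.76 ± 5.14 at day 28 (SD, n = 5). The second component separated day 21 from day 14 (exact p 0.00794, adjusted 0.0139) but not day 28 from day 21 (exact p 0.317), nor day 14 from control (exact p 0.222).

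**Figure D2:**
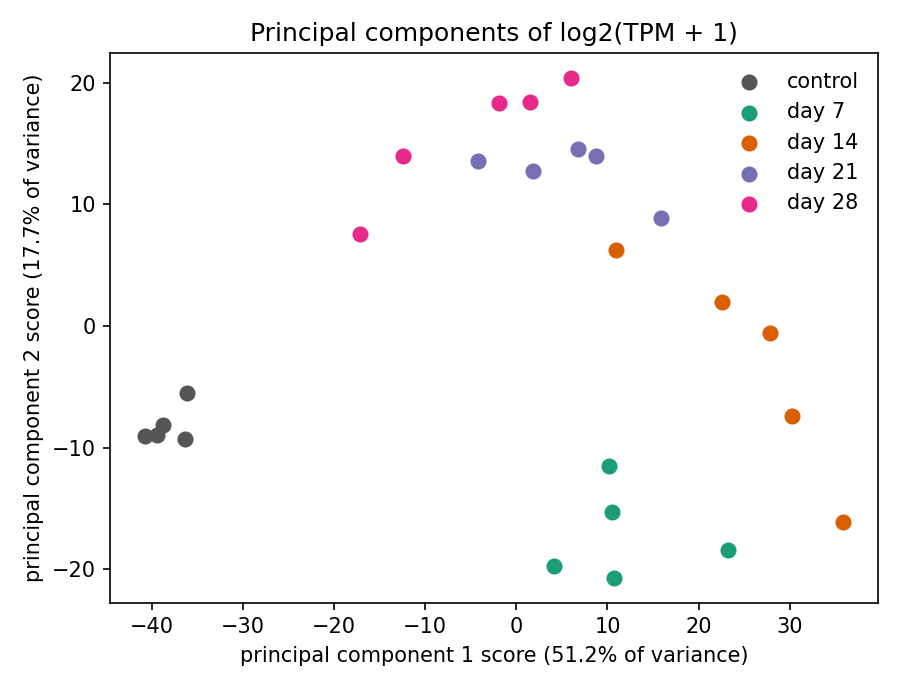
Scores of the 25 libraries on the first principal component (horizontal axis, 51.2% of variance) and the second (vertical axis, 17.7% of variance) of log2(TPM + 1), 1 point per library, coloured by group. The 5 control libraries lie between -40.68 and -36.12 on the first component, apart from all bleomycin libraries, and the bleomycin days run from low to high on the second component.

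The fibrogenic markers named by the study were examined together with other genes it names, giving a list of 30 genes fixed before the data were examined. Most of these were chosen by the study on these same libraries, so the test adjusted over the list alone is not independent evidence. Against control, 27 of the 30 genes passed the threshold at day 7 over all genes tested and 28 when adjusted over the list alone. At day 14 the numbers were 29 and 30, at day 21 they were 25 and 27, and at day 28 they were 22 and 22. At each day 2 genes were lower and the rest of those past the threshold were higher. Between day 14 and day 7, 20 genes differed (23 when adjusted over the list alone), of which 17 were higher and 3 were lower. Between day 21 and day 14, 16 genes differed (17 when adjusted over the list alone) and all 16 were lower. Between day 28 and day 21 the number was 2 genes (Col1a1 and Tfdp1, both lower), or 11 when adjusted over the list alone, and edgeR called 0 of the 30. Without day 28 replicate 5 the number over all genes tested was 10.

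Col1a1 had a mean normalized count of 14830.3 ± 2666 in control (SD, n = 5), 44640.1 ± 5083 at day 7, 75272 ± 10436 at day 14, 41620 ± 9267 at day 21 and 24766 ± 5967 at day 28. Its log2 fold change against control was 1.59, 2.34, 1.49 and 0.74 at these days, with an SE of 0.16, and its adjusted p rose from 6.77e-47 at day 14 to 2.65e-05 at day 28. Fn1 rose from 18754 ± 1150.1 in control to 114686 ± 27648 at day 7 and 200352 ± 36106 at day 14, and then fell to 103591 ± 31433 at day 21 and 66381 ± 19537 at day 28. Timp1 rose from 165 ± 27.1 in control to 2917 ± 664 at day 7 and 4229 ± 2422 at day 14, and was at 1241 ± 589 at day 21 and 522 ± 225 at day 28. The difference of Timp1 between day 14 and day 7 did not pass the threshold (log2 fold change 0.54, adjusted p 0.298). Among Col1a1, Fn1, Timp1 and Vim, Vim changed least against control, with log2 fold changes of 0.26 at day 7 (adjusted p 0.000996) and 0.39 at day 14 (adjusted p 2.88e-07). Its differences at day 21 (0.14, adjusted p 0.0904) and day 28 (0.08, adjusted p 0.383) did not pass the threshold, although the one at day 21 did under total-count scaling (0.16), in a model of those groups alone (0.15) and without day 14 replicate 3 (0.15). Spp1 reached the highest mean among the other listed genes, 80121 ± 54952 normalized counts at day 14 against 2181 ± 352 in control, a log2 fold change of 5.2 ± 0.33. The lower genes at each day were Aldh2, with log2 fold changes of -0.32, -0.96, -0.97 and -0.86, and Efnb1, with -0.34, -0.83, -0.64 and -0.51. Among genes past no threshold, Maff and Nfil3 at days 21 and 28 and E2f4 at day 28 had log2 fold changes between -0.07 and 0.09, whose sign depended on the setting.

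**Figure D3:**
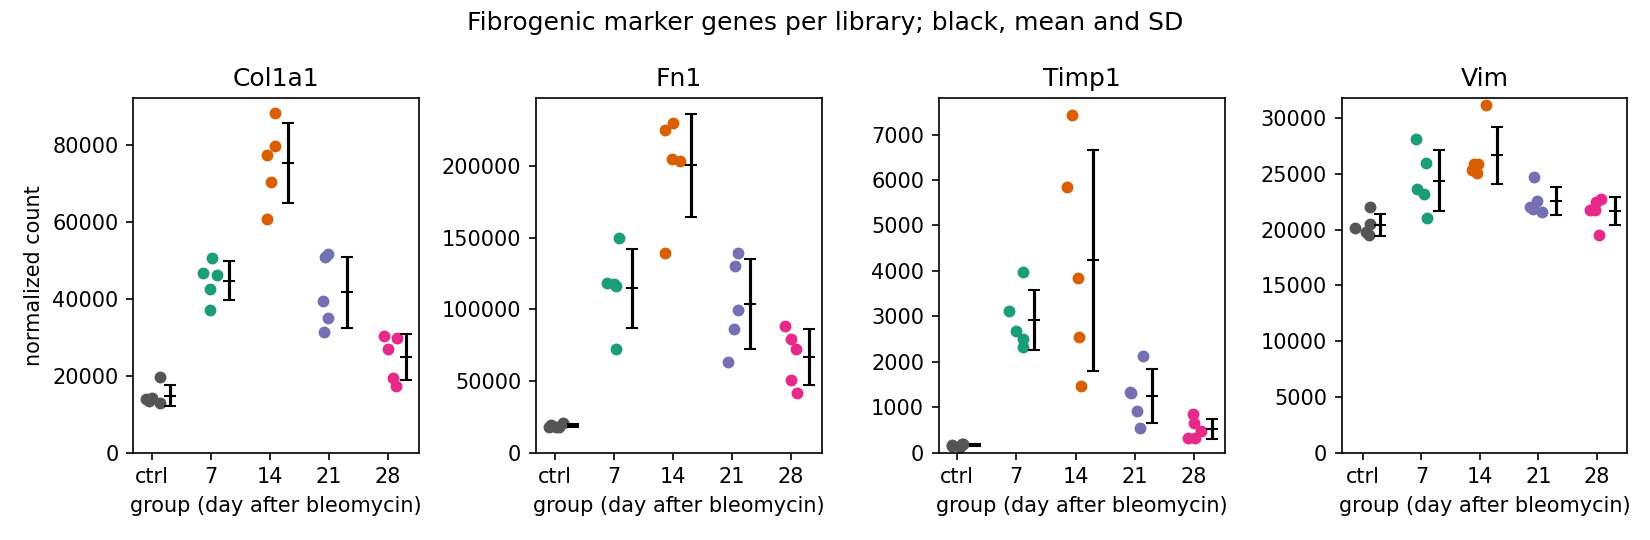
Normalized counts of Col1a1, Fn1, Timp1 and Vim in every library (points) by group (horizontal axis), with the mean and SD of each group in black (n = 5); each panel has its own linear axis that starts at 0. All 4 genes were highest on average at day 14, where Timp1 libraries ranged from 1474 to 7440 normalized counts.

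Gene sets written after the pathways the study names were compared by camera on voom values. The study found most of these pathways on the same libraries, so the tests are not independent evidence for them. Of 70 tests (10 sets in 7 comparisons), 53 passed an adjusted p of 0.05. All 53 rest on the preset inter-gene correlation of 0.01. Under fry 48 of them held in the same direction, and with the correlation estimated for each set 0 of them held (smallest adjusted p 0.0602, with 28 tests at an unadjusted p under 0.05). Against control, the 41 collagen genes had a median log2 fold change of 0.71 at day 7, 0.83 at day 14, 0.78 at day 21 and 0.61 at day 28, and 34 of the 41 were higher at day 14. The phagosome and lysosome set showed medians of 0.52, 0.93, 0.78 and 0.56 at the 4 days, with 37 of 38 genes higher at day 14. Cell cycle genes had medians of 0.67, 0.71, 0.5 and 0.32. The ECM-receptor interaction set (0.38, 0.63, 0.41 and 0.38) and p53 targets (0.72, 0.58, 0.48 and 0.34) were also higher at all 4 days, and branched-chain amino acid degradation was lower (-0.17, -0.28, -0.18 and -0.19). Ribosomal proteins (0.2 and 0.13) and oxidative phosphorylation (0.24 and 0.09) were higher at days 7 and 14 alone. For oxidative phosphorylation the adjusted p at day 14 was 0.0381, and it was 0.0694 under total-count scaling. It was 0.0567, 0.0618 and 0.0589 without control replicates 3, 4 and 6, and 0.077 and 0.0739 without day 14 replicates 1 and 3. Antigen presentation by MHC class II did not pass the threshold at days 7 and 14 and was higher at day 21 (0.47) and day 28 (0.64). Its adjusted p at day 21 was 0.0303, or 0.0895 without day 21 replicate 3 and 0.0627 against control libraries of the matching days, and its rise from day 14 to day 21 had a median of 0.69 (adjusted p 7.12e-06). The interferon response set passed in none of the 7 comparisons; its smallest adjusted p was 0.155. From day 21 to day 28, 7 sets were lower under camera and 4 under fry, where ribosomal proteins, oxidative phosphorylation and the phagosome and lysosome set were not called. Without day 28 replicate 7 the number under camera was 4.

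A co-expression network was built to group genes by their course over the libraries. Spearman correlations were computed among 14169 genes with a mean TPM above 1, and the highest 25% of the positive pairs that passed an adjusted p of 0.05 were kept, which gave 3130300 edges. Leiden community detection split the network into 5 subnetworks of at least 100 genes, with 3794, 3260, 2753, 1954 and 652 genes and a modularity of 0.521. When group means were subtracted before the correlation, 43654 edges and 11 subnetworks resulted. The largest subnetwork was lower than control throughout, with a median log2 difference of -0.3, -0.38, -0.2 and -0.15 at days 7, 14, 21 and 28. The subnetwork of 3260 genes was higher by 0.41 at days 7 and 14 and by 0.24 and 0.15 thereafter. The subnetwork of 2753 genes rose from 0.17 at day 7 to 0.44 at day 14 and remained at 0.38 and 0.33. The subnetwork of 1954 genes was near control at days 7 and 14 (0.02 and 0.04) and higher at days 21 and 28 (0.19 and 0.21). The smallest was higher at days 7 and 14 (0.11 and 0.08) and lower at days 21 and 28 (-0.06 and -0.11). These are descriptions of groups of genes formed on the same libraries, and they carry no test.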

Values the study reported

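For day 14 after bleomycin, the study reported 4730 upregulated and 4854 downregulated genes against control lungs. Across all of its time points, it reported 1822 upregulated and 1726 downregulated genes in common. Its co-expression network was reported to hold subnetworks of 4177, 3524, 3019, 2206 and 765 nodes.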

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

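The test of exchanged libraries, the comparisons of transcript classes with control and the 3 tests on immunoglobulin transcripts were chosen only after the results were seen, and the others were written beforehand.

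The effect of bleomycin differed between days in direct tests. DESeq2 called 4006 genes between day 14 and day 7, 3727 between day 21 and day 14, and 115 between day 28 and day 21, and 8696 genes differed among the 4 days. Of the fixed list of 30 genes, 20, 16 and 2 differed in the same 3 comparisons. Each comparison was repeated for 24 splits of its 10 libraries drawn at random, the labelled one included, over genes with at least 10 counts in at least 5 libraries. For days 7, 14, 21 and 28 against control, only 1 of the 24 splits, the labelled one, gave as many genes (8344, 8861, 7558 and 6768), and no other split gave more than 112, 1407, 64 and 13. The same held for day 14 against day 7, where 1 of the 24 splits gave 2983 genes and no other gave more than 114. For day 28 against day 21, 3 of the 24 splits gave at least as many genes as the labelled one (190), with 196 and 195 in the others. A count of that size therefore also arises when libraries of both days are mixed.

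For day 21 against day 14, 2 of the 24 splits gave as many genes, the labelled one with 2401 and one with 3450 that exchanged day 14 replicate 6 and day 21 replicate 8. That split keeps 4 of the 5 libraries of each day together. The 19 splits that mixed 3 libraries of one day with 2 of the other gave at most 69 genes, and the second principal component separated the days (exact p 0.00794). On the first principal component these libraries lay between the groups. Day 14 replicate 6 scored 10.98 (22.58 to 35.79 in the other day 14 libraries), and day 21 replicate 8 scored 15.86 (-4.24 to 8.77 in the other day 21 libraries). Their order was thus the reverse of that of the days. On the second component they were also nearest to the other day, but kept the order of the days. There, day 14 replicate 6 scored 6.22 (-16.13 to 1.95 in the other day 14 libraries). The score of day 21 replicate 8 was 8.86 (12.77 to 14.52 in the other day 21 libraries). Exchanged labels would place the immunoglobulin transcripts of these libraries with the opposite day. Instead, day 21 replicate 8 held 767.53 immunoglobulin CPM, within the 475.64 to 1885.92 of the other day 21 libraries. Day 14 replicate 6 held 278.6, within the 113.52 to 334.03 of the other day 14 libraries. The immunoglobulin values argue against an exchange, although the order on the first component goes with one and both measures come from the same libraries. Mice that respond faster or slower than others of their group remain a possible explanation that was not tested.

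A difference in library depth between days 14 and 21 would make the count fall once depth is equal. After every library was thinned to the depth of the shallowest, 3515 genes were called, against 3727 before, which argues against depth as the cause. A shift that control lungs show too was tested across 12351 genes. The change between control libraries of days 7 and 14 and those of days 21 and 28 correlated with the change in bleomycin libraries at -0.097, and 8 of the 10 splits of the control libraries gave a value as high (range -0.15 to 0.118). Between these control libraries, DESeq2 called 4 higher and 2 lower genes, with 620 at an unadjusted p under 0.05. A sequencing batch confined to the bleomycin libraries of days 21 and 28 cannot be told apart from day. A change of the disease with time stays open as a hypothesis.

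Immunoglobulin transcripts lie outside the gene table and were read from the transcript tables, as counts divided by the library total and scaled (CPM). Controls held 375.6 ± 39.1 immunoglobulin CPM (SD, n = 5). The values were 196.4 ± 67.12 at day 7 and 250.3 ± 88.97 at day 14, and rose above control to 881 ± 577 at day 21 and 1263 ± 989.1 at day 28. The exact permutation p was 0.00794 at days 7, 14 and 21 (0.0198 after adjustment over 20 tests of transcript classes) and 0.0238 at day 28 (0.0476). All 5 libraries of day 21 lay above all 5 controls, and at day 28 the lowest library, at 391.5, did not. The log2 difference of CPM was 1.04 at day 21. Library depth multiplies all transcripts of a library alike and cancels in a ratio within a library. The ratio of immunoglobulin to T cell receptor counts was higher than in control by 1.22 at day 21 and 1.53 at day 28 on the log2 scale. This ratio was above all controls in 5 of 5 libraries at both days (exact permutation p 0.00794, 0.0106 after adjustment over 8 tests of ratios). Depth also cancels in CPM, which is divided by the library total, so the ratio adds no separate test of depth. A sequencing batch confined to the bleomycin libraries of these days stays open here too. The 2 late control libraries held 357.33 and 408.55 CPM, within the 337.84 to 425.97 of the early ones, which argues against a shift with age or date that control lungs share. Lymphocytes in general would bring T cell receptor transcripts too, but these had a log2 difference of -0.18 at day 21 (adjusted p 0.261). Transcripts of Igha rose from 10.95 CPM in control to 122.28 at day 21 (74.24 without day 21 replicate 1) and 113.91 at day 28, after 16.49 at day 7 and 14.96 at day 14. Those of Ighd were lowest early, at 19.79 at day 7 and 19.65 at day 14 against 66.91 in control, and were at 30.96 and 34.5 at days 21 and 28. The ratio of Igha to Ighd was therefore already higher than in control by 2.49 and 2.48 at days 7 and 14 on the log2 scale (adjusted p 0.0106 for both), and by 4.42 and 4.29 at days 21 and 28, so Ighd had fallen before the late rise. Antibody-secreting cells may account for the late rise, and that is a hypothesis formed on the same libraries. Day 21 replicate 1 was far above the others of its group, at 1886 against 767.5 CPM (gap of 0.793 of the range), and the day 21 mean without it was 629.8 CPM. The day 28 mean without replicate 5 of that day, its highest library, was 842.7 CPM.

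Single libraries stood apart from the other 4 of their group in 22 of 325 groups of values. Chance gives about 16 for independent, normally distributed values, which counts of related genes need not be. A similar total therefore does not show which gaps arose by chance. No library had more than 3 of these gaps. The gap to the nearest library, as a share of the range, was largest for Lif in day 28 replicate 7 (0.976, 302 against 549.9 normalized counts) and for Cyp1a1 in control replicate 3 (0.962, 3534 against 386.7 normalized counts). For Cyp1a1 it was also 0.894 in day 7 replicate 6 and 0.743 in day 14 replicate 3. S100a9 was high in control replicate 8 (0.864, 4251 against 963.5 normalized counts) and in day 14 replicate 1 (0.879). Jchain was high in day 21 replicate 1 (0.808, 3394 against 1153 normalized counts), the library with the most immunoglobulin of its day, and E2f7 was high there too (0.73). The gap was 0.853 for Chil4 in day 14 replicate 6 and 0.826 for Chil4 in day 28 replicate 5. In control libraries it was 0.808 for Col1a1 in replicate 3 and 0.845 for Irf7 in replicate 8. At day 7, Krt5 was low in replicate 3 (0.762) and Col11a1 was high in replicate 6 (0.81). Vim in replicate 3 (0.868), Cldn2 in replicate 1 (0.721) and Ackr4 in replicate 6 (0.723) were high at day 14, and H2-M2 was high in day 21 replicate 3 (0.728). At day 28, Igfbp3 in replicate 7 (0.809), Nppa in replicate 4 (0.849) and Cxcl13 in replicate 5 (0.725) were high. Neither technical nor biological explanations were tested for these single libraries.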

How the results depend on the processing

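No test in this part was chosen after its result was seen. Counts of genes against control stayed within 1.5 times of the reported ones in all alternatives but 2. With an absolute log2 fold change of at least 1, the higher and lower genes were 918 and 599 at day 7, 1375 and 874 at day 14, 942 and 446 at day 21, 661 and 388 at day 28, and 381 and 142 at all 4 days. The same minimum left 208 and 56 genes between days 14 and 7, 124 and 174 between days 21 and 14, and 1 and 3 between days 28 and 21, because it removes genes with small changes. Against control libraries of the matching days, fewer libraries entered, and 1874 genes were lower at day 28 and 1000 at all 4 days.

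Between days 21 and 14, separate models for each pair of groups gave 1113 higher and 1266 lower genes. The difference of the differences against control libraries of the matching days gave 167 and 192, with the error of those few control libraries added. Between days 28 and 21, edgeR called 0 higher genes and 1 lower gene, with 1845 genes at an unadjusted p under 0.05, and separate models gave 109 higher genes. For that comparison, the number of genes of the fixed list was 0 under edgeR, 1 with counts rebuilt from TPM and gene length, 1 in separate models and 1 without independent filtering. The share of common genes with their largest change at day 14 was 58% of higher and 66.3% of lower genes under total-count scaling and 65.2% of higher genes in separate models. Separate models use fewer libraries, yet they gave fewer genes between days 21 and 14 and more higher genes between days 28 and 21. For them and for the other settings the cause was not tested. Total-count scaling moved the median of all genes by at most 0.037 on the log2 scale.

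Replicate numbers did not pair the libraries. Deviations from group means of the 34 pairs of libraries with the same number correlated at a median of -0.004 (range -0.28 to 0.448, with 7 over 0.1), against 0.009 for 216 other pairs. With the number as a replicate block, 153 genes were lower between days 28 and 21, 8 genes of the fixed list differed there, and E2f4 (0.00) and Maff (0.03) changed sign at day 28; counts in other comparisons stayed within 1.5 times.

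On the first principal component, the difference between days 28 and 21 was -0.59 standard deviations on TPM without log, now past the threshold, and that between days 14 and 7 was 0.55 with genes scaled to unit variance, no longer past it. The number of gene sets past the threshold was 0 in all 7 comparisons with the correlation estimated for each set (0 at each of days 7, 14, 21 and 28 against control, and 0 between consecutive days), where 28 of 70 tests had an unadjusted p under 0.05. Under fry it was 4 between days 28 and 21. The network split into 11 subnetworks after group means were subtracted, with 43654 edges in place of 3130300. The cause was not tested for these.

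Across the 25 fits that each left out 1 library, higher and lower genes ranged from 3746 to 4256 and from 3666 to 4195 at day 7, from 4570 to 4924 and from 4485 to 4822 at day 14, from 3388 to 3863 and from 3228 to 3735 at day 21, and from 2820 to 3358 and from 2505 to 3139 at day 28. Those at all 4 days ranged from 1600 to 1889 and from 1544 to 1850. The ranges were 1739 to 2321 and 1323 to 2074 between days 14 and 7, 1082 to 2380 and 1137 to 2475 between days 21 and 14 (lowest without day 14 replicate 3, highest without day 14 replicate 6), and 7 to 141 and 12 to 205 between days 28 and 21 (lowest without day 28 replicate 1, highest without day 28 replicate 5). Genes differing among the 4 days ranged from 7994 to 9178 across the 20 fits that each left out 1 bleomycin library. The share with the largest change at day 14 ranged from 60.5 to 66% of higher genes and from 57.2 to 67.4% of lower genes, with both highest values without day 14 replicate 6. The fixed list gave 1 to 10 genes between days 28 and 21 (highest without day 28 replicate 5), and 14 of the 25 fits moved this number by more than 1.5 times. On the first principal component the difference between days 14 and 7 ranged from 0.51 to 0.76 standard deviations, with 10 fits no longer past the threshold, and that between days 28 and 21 from -0.57 to -0.32, past it in 1 fit. Gene sets between days 28 and 21 ranged from 4 (without day 28 replicate 7) to 8, and subnetworks from 4 to 5.

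Genes past no threshold changed sign. At day 21, Maff (0.09) ranged from -0.07 (without day 21 replicate 8) to 0.17 over the fits without 1 library, and Nfil3 (0.06) from -0.03 (without control replicate 4) to 0.23. Nfil3 was at 0.00 without control replicate 3 or day 21 replicate 1, and at -0.25 against control libraries of the matching days. At day 28, E2f4 (-0.02) ranged from -0.04 to 0.01, Maff (-0.03) from -0.06 to 0.04 and Nfil3 (-0.07) from -0.16 to 0.09, each highest without control replicate 6, and Maff was at 0.02 without day 28 replicate 5. The cause was not tested. For 162 values of named genes, the fits that left out 1 library kept direction and call in 3999 cases, with 27 weaker, 12 stronger and 8 of changed sign. The other alternatives kept 1442, with 17 weaker, 12 stronger and 3 of changed sign. For 53 gene set results, 15 were weaker in fits without 1 library (1310 the same) and 60 in the other alternatives (182 the same). Cyp1a1 had no adjusted p in separate models or without day 21 replicate 1 or 7, and these cases were left out.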

Other observations

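The comparisons of transcript classes were chosen after their values per library had been seen. The test on Stard9 was chosen after its zeros in control libraries were seen and before its transcripts were summed, and the lists of marker genes were fixed beforehand.

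Stard9 was at 0 in all control libraries of the gene table and among the most changed genes at days 14, 21 and 28. Against the floor of 3 counts it was at least 71.5-fold, 81.9-fold and 115-fold higher at these days. With a pseudocount of 0.05 CPM (counts scaled by the library total) the log2 differences were 7.74, 7.95 and 8.43. The size of these differences depends on the pseudocount. Summed over all transcripts of the gene, including those the gene table leaves out, control libraries held 1744 to 2227 counts and day 28 libraries 2833 to 3439, and the log2 differences were -0.7, -0.27, 0.08 and 0.14 at days 7, 14, 21 and 28. Reads assigned to other transcripts of the gene may thus account for the zeros in control lungs. A switch between transcripts of the gene in the tissue stays open, because how Kallisto divided these reads cannot be examined here. Of 60 named genes, 1 moved by more than 1 on the log2 scale in this way. At day 14, E2f7 moved from 1.44 to 0.76 and Bmp1 from 1.53 to 0.93, and at day 28 Plk4 moved from -0.05 to 0.44. Among all called genes with a mean of at least 100 counts, 4 of 6774, 28 of 7768, 16 of 6016 and 17 of 5137 moved by more than 1 at the 4 days. The sign became opposite for 0.443, 0.695, 0.549 and 0.623%.

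Lung tissue holds many cell types, and a change in their proportions changes gene counts without any change inside a cell. Lists of marker genes of 17 cell types were tested with camera, and 63 of 119 tests passed an adjusted p of 0.05. Of these, 48 held under fry, and 0 held with the correlation estimated for each list (smallest adjusted p 0.113, with 18 at an unadjusted p under 0.05). The lists held 274 entries of tested genes, of which 273 had a mean of at least 10 counts in control lungs. Of the entries, 23 were also in another marker list or in a pathway gene set, and 8 were in the fixed list. Genes shared between marker lists (Krt19, Car4 and Postn) are counted once for each list. The alveolar macrophage list also holds Krt19, a keratin of epithelial cells that is in the list of transitional epithelium too. No test separated a change in cell proportions from a change within cells.

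Median log2 fold changes at days 7, 14, 21 and 28 are given in that order, with mean normalized counts of abundant genes of each list. The threshold is an adjusted p of 0.05 under camera. Monocyte-derived macrophage markers rose by 1.86, 2.65, 2.38 and 1.79, with Spp1 at 2181 in control and 80121 at day 14 and Apoe at 10319 and 30635. Markers of transitional alveolar epithelium, cells between the alveolar types, rose by 1.19, 0.68, 0.7 and 0.7, with Ndnf at 5262 in control and 9384 at day 7 and Krt8 at 4370 and 10930.0. Alveolar type 2 markers were at -0.61, -0.91, -0.23 and 0.1 and passed at days 7 and 14, and all 18 were higher at day 21 than at day 14 (median 0.76). Sftpc was at 251230.0 in control, 91055 at day 14 and 234857 at day 28. Alveolar type 1 markers (-0.13, -0.38, -0.15 and 0.03) did not pass the threshold at any day, with Ager at 41611 in control and 29587 at day 14. Capillary endothelial markers were at -0.7, -0.84, -0.64 and -0.59, and Cdh5 at 29297 in control and 20595 at day 28. Club cell markers were at -0.52, -1.01, -0.94 and -0.66 and passed at days 14, 21 and 28, with Scgb1a1 at 299273 in control and 133090.0 at day 14. Ciliated cell markers were at -0.19, -0.43, -0.3 and -0.24 and passed at days 14 and 21, with Foxj1 at 2454 in control and 1933 at day 14.

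Fibroblast markers had medians of 0.3, 0.35, 0.26 and 0.16 and passed at days 14 and 21, and of the 21 genes 5 were in the fixed list. Col3a1 was at 23115 in control and 92208 at day 14. Smooth muscle and pericyte markers were at -0.08, 0.04, -0.22 and -0.34 and passed at day 28 alone. Of their most abundant genes, Postn was at 8765 in control and 10581 at day 28 and Pdgfrb at 6286 and 6976, against the direction of the list, and Acta2 was at 6951 and 4793. Alveolar macrophage markers were at 0.17, 0.12, 0.01 and 0.04 and passed at no day, with Chil3 at 9057 in control and 23487 at day 14. Neutrophil markers had medians of -1.17, -0.99, -1.4 and -1.62 but went both ways and passed at no day, with Lcn2 at 1589 in control and 6683 at day 7. B cell markers were at -2.08, -2.13, -1.04 and -0.77, with Cd79a at 1417 in control and 335 at day 7. Plasma cell markers were at 0.05, 0.04, 0.23 and 0.41 and passed at day 28 alone (adjusted p 0.0288), with Sdc1 at 5801 in control and 8832 at day 28. T cell markers were at -0.97, -0.63, -0.12 and -0.16 and passed at day 7 alone (adjusted p 0.000377), with Thy1 at 506 in control and 313 at day 7.

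Markers of tissue that varies with dissection or blood content were also tested. Cardiac muscle markers were at -0.74, -1.17, -1.17 and -1.26, with Myh6 at 8353 in control and 3538 at day 28. Erythroid markers were at -1.99, -1.34, -1.73 and -1.53, with Hbb-bs at 53933 in control and 12430 at day 7, and both lists passed at all 4 days. Adipose markers were at -0.28, -1.08, -0.74 and -1.25 and passed at day 28 alone (adjusted p 0.00119), with Lpl at 3642 in control and 5303 at day 28, against the direction of the list. Nppa, a heart gene, was among those most reduced at day 28, and no test told apart less attached heart muscle from a change in the lung.

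Other transcript classes outside the gene table were compared with control in the same 20 tests as the immunoglobulin transcripts. T cell receptor transcripts had log2 differences of -1.11 at day 7 and -0.64 at day 14 (exact p 0.00794, adjusted 0.0198) and of -0.09 at day 28 (adjusted 0.426). Retained-intron transcripts were at -0.15 at day 7 and -0.09 at day 14 (adjusted 0.0198 for both). Transcripts subject to nonsense-mediated decay were at -0.04 at day 7 (adjusted 0.0476) and -0.1 at day 14 (adjusted 0.0198). Pseudogene transcripts passed at no day (smallest adjusted p 0.0722). No biological explanation was tested for these.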
